A study of Schizosaccharomyces pombe with 18 samples.

How the data were processed

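Cells of a diploid fission yeast strain were taken every 2 hours from 0 to 10 hours after the nitrogen source was removed. Per the labels' protocols, total RNA was extracted, poly(A) RNA was selected, cDNA was made with a template-switching PCR kit, and libraries were prepared for single-molecule sequencing on the Pacific Biosciences platform. The labels record no aligner, read correction, genome build, isoform caller or counting step.

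The authors deposited 1 table of 29515 isoforms. Per the file headers, each has a gene identifier, strand, exon starts and ends, event labels with the number of events, and 12 read counts, which are packed into 1 field. These deposited values are whole-number counts per isoform, not normalized. The labels list 18 libraries, of which 12 belong to batch 2 with 2 libraries per time point, while the table has 1 count column per batch and time point. Whether a column of batch 2 sums both libraries is not stated, and each column was used as 1 sample. All 12 count columns were used. Chi-square per degree of freedom between both replicates of a time point was 7.58 to 13.2 across genes, so no pair was 1 library deposited more than once.

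Isoforms were grouped by the authors' labels. Sense isoforms of annotated genes with at least 1 splicing event were called alternative, and those with none, whatever their ends, reference. Other rows were antisense (5985), single exons outside annotated genes (722), spliced rows outside annotated genes (165) or rows that name 2 genes (249). Only sense isoforms entered the gene sums. Whether the authors' counting used strand is not stated, so antisense values are uncertain, as are those of overlapping genes. Of 6307 gene identifiers, 6266 matched the reference gene table, which gave the symbols. The labels name no build. With starts counted from 0, 5033 of 5036 introns of reference isoforms on chromosomes I to III begin with GT and end with AG in assembly ASM294v3, and gene positions printed are from the annotation of that assembly, counted from 1.

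The tests planned before the data were examined were quasi-likelihood tests of another package. The counts are packed in a single field and could not be registered as plain count columns here, so limma 3.58.1 in R 4.3.3 was used for the same designs. Counts were scaled by trimmed means of M values (30% trimmed on M and 5% on A, computed here), weighted with voom, and fitted with 1 coefficient per hour. Genes or isoforms were kept with a count equal to 10 at the median library in at least 2 samples and a total of at least 15. All 6 time points shared 1 estimate of spread. Isoform usage was tested with diffSplice and Simes p-values. Benjamini-Hochberg adjusted p-values under 0.05 were called. CPM values are relative to all sense reads of annotated genes in the sample, and the limit given for a count of 0 is relative to all reads. Shares were correlated with the hour by Spearman and Pearson coefficients, with two-sided permutation tests of 100000 resamples for 12 samples and exact enumeration of 720 orderings for 6. Intervals of shares are Wilson 95% intervals. Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, Biopython 1.88 and matplotlib 3.10.9 were used.

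The replicate number marks the batch in the labels. The difference between both batches at one hour correlated with that at another hour across 2851 genes by 0.27 to 0.56 over the 15 pairs of hours (median 0.379), so the numbers pair the samples. The fit without a block had been fixed as the main one and the block as an alternative. The median standard error of a log2 change was 0.80 without and 0.58 with the block. Scaling by median of ratios shifted the median log2 change of all genes by 0.11 over the later hours, and by 0.13, 0.20 and 0.16 at hours 6, 8 and 10.

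The methods were tested on simulated counts drawn from the real means and library sizes with a dispersion of 0.2. The gene test recovered 146 of 200 genes with at least 200 reads changed 4-fold (73.0%) with 7 false calls, and made 0 calls where nothing had changed. Of the 146, 142 had the right direction. The simulations of the gene and usage tests held no difference between batches, and the fits with the replicate block were not simulated. The usage test recovered 1 of 200 genes in which an isoform with at least 30 reads changed 4-fold (0.5%), of which 62 passed the count filter. A second simulation was added after that result was seen, with a larger change: it recovered 40 of 58 genes in which an isoform with at least 100 reads changed 8-fold (69.0%), with 2 false calls. A permutation test of trends within genes recovered 43 of 134 genes whose odds of an alternative read changed 6-fold from hour 0 to hour 10 (32.1%, among 402 genes) with 2 false calls.

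Genes named in the text follow a rule fixed before the data were examined: the 5 smallest adjusted p-values in each direction among genes past 0.05 and changed the same way in both replicates, the 5 genes with the most isoforms, and a list of 12 meiotic genes reported as a list. Other names are marked as chosen later. Alternatives fixed in advance were median of ratios scaling, no count filter, the replicate block, minimum reads per isoform, leaving out the genes with the most reads or isoforms, counting each chain of introns once, medians per gene and leaving out each replicate. Limma's trend method, the block without the count filter, genes with a reference intron alone, usage without each replicate, and the block for the shares of antisense reads and of introns inside exons were added after the data were seen. Both of these shares, and the comparison of hour 0 with all later hours over exact splits, were also chosen then.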

Results

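Single molecules of fission yeast (Schizosaccharomyces pombe) cDNA were sequenced on the Pacific Biosciences platform during meiosis. A diploid strain was moved to medium without a nitrogen source, which starts meiosis, and cells were collected at 0, 2, 4, 6, 8 and 10 hours. Each of the 6 time points had 2 replicates, and the replicate number follows the batch named in the labels. The deposited table held 29515 isoforms with a read count in each of 12 samples. The 6 samples of replicate 1 had between 36319 and 53852 reads. The 6 samples of replicate 2 had between 133015 and 203860 reads, and the sum over replicate 2 was 3.60 times that over replicate 1. A count of 0 therefore allows up to 82.6 CPM (counts scaled to library size) in the smallest sample and 14.7 CPM in the largest. The reads passed through PCR without molecular identifiers, so intervals and such limits cover counting error only.

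The series title asks which alternative splice isoforms appear in meiosis, and the catalogue of isoforms addresses this first. The table assigned 28379 isoforms to annotated genes, of which 22394 lay on the gene's own strand and 5985 were antisense. Of the sense isoforms, 13000 carried at least 1 splicing event in the authors' labels and are called alternative here (58.1%, Wilson 95% interval 57.4 to 58.7). The other 9394 are called reference isoforms. Many of them were incomplete: the authors labelled 84.4% of those with 1 read and 30.3% of those with at least 1000 reads as truncated 5'. A truncated isoform counts as reference if its remaining part has no event, so the alternative share depends on truncation. Alternative isoforms held 88495 reads against 1162255 for reference isoforms. In some genes nearly all reads were alternative, as in pdc101 (4122 of 4157) and rps2502 (708 of 709), names chosen after their values were seen. Alternative therefore means a departure from the annotation the authors used, which can be a gene's main form. At least 1 alternative isoform was listed for 3431 of the 6223 genes with a sense read (55.1%). Depth set much of this count. A single read supported 48.6% of alternative isoforms and 7.91% of reference isoforms. With isoforms of at least 5 reads, the alternative share of sense isoforms was 29.1%.

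Intron retention was the most frequent event, in 8356 of the 13000 alternative isoforms (64.3%, 63.4 to 65.1). An intron inside an annotated exon followed, in 2746 isoforms (21.1%, 20.4 to 21.8). Acceptor sites outside the annotation occurred in 1161 isoforms (8.93%), additional exons in 763 (5.87%) and donor sites outside the annotation in 702 (5.40%). Changes of both donor and acceptor occurred in 292 isoforms (2.25%). Exon skipping was listed for 207 isoforms (1.59%) and exon inclusion for 29 (0.223%). More than 1 kind of event occurred in 1133 isoforms (8.72%).

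The 5 genes with the most isoforms were icp55, crd1, trt1, wtf13 and osh41. The gene icp55 (SPAC12B10.05, chromosome I, 4582370 to 4584511 in assembly ASM294v3) had 68 isoforms from 153 reads, 47 of them with 1 read. The gene crd1 (SPAC22A12.08c, chromosome I, 1169936 to 1172209) had 63 isoforms from 156 reads, and 37 had 1 read. For trt1 (SPBC29A3.14c, chromosome II, 2062472 to 2066110) 61 isoforms came from 88 reads, and 46 had 1 read. The gene wtf13 (SPCC162.04c, chromosome III, 1579591 to 1581928) had 56 isoforms from 2283 reads. It belongs to a multicopy family, so the assignment of its reads is uncertain. For osh41 (SPBC1271.12, chromosome II, 341909 to 344270) 53 isoforms came from 442 reads.

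Introns that were retained in at least 1 isoform were compared with introns that were not, to ask whether they differ in length or reading frame. Among genes with at least 2 isoforms, 4348 of 5024 introns of reference isoforms were retained in at least 1 isoform (86.5%). With isoforms of at least 2 reads the share was 72.2%, and with at least 5 it was 49.9% (2190 of 4390). Retained introns had a median length of 56 bases and the other 676 introns one of 55 bases, and the difference was not significant (two-sided permutation test, 100000 resamples, p = 0.524). With isoforms of at least 5 reads, the difference was 3 bases (permutation p = 0.00125). A length divisible by 3 was found in 32.5% of retained and 29.0% of other introns, which was not significant (two-sided Fisher's exact test, p = 0.0694). Over all genes with an intron, Fisher's exact p was 0.0430. The introns added there came from genes with 1 isoform, so they could not be seen retained. With isoforms of at least 5 reads the difference was -0.082 percentage points. The share of introns seen retained rose with the reads of the gene, from 66.6% of 1258 introns in genes with 2 to 56 reads to 98.4% of 1255 introns in genes with 193 to 6842 reads.

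The share of sense reads from alternative isoforms was then followed through the time course. It was 4.86% ± 1.09 (SD, n = 2) at hour 0 and 7.13% ± 0.485 (SD, n = 2) at hour 2. It was 7.64% ± 0.609 (SD, n = 2) at hour 4, 7.0% ± 0.409 (SD, n = 2) at hour 6, 7.57% ± 0.790 (SD, n = 2) at hour 8 and 7.11% ± 0.0696 (SD, n = 2) at hour 10. Over the 12 samples the share had no significant trend with the hour (Spearman's rho 0.37, two-sided permutation p = 0.245, and Pearson's r 0.55, p = 0.0529). The Benjamini-Hochberg adjusted p of rho over the 4 shares tested was 0.327. Within replicate 1 rho was 0.54 (exact permutation p = 0.297) and within replicate 2 it was 0.26 (exact permutation p = 0.658). Without the 2 samples of hour 0, r was -0.04 and rho -0.10, so what relation there was rested on those samples. Without the 2 samples of hour 10, r was 0.65 (permutation p = 0.0295) and rho 0.54 (permutation p = 0.116). Leaving out the 10 genes with the most reads gave a rho of 0.83 (permutation p = 0.0013). The median share per gene gave -0.44, but that median was above 0 in 1 of the 12 samples. Both replicates were lowest at hour 0, and the later hours were 2.43 percentage points higher on average. Of the 66 ways to set 2 samples against 10, only the real one gave a difference as large (exact p = 0.0152, adjusted over the 4 shares 0.0303). With 1 sample of each replicate set apart, the exact p was 0.0278. This comparison was chosen after hour 0 was seen to be lowest, so its p-values are too small.

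**Figure D1:**
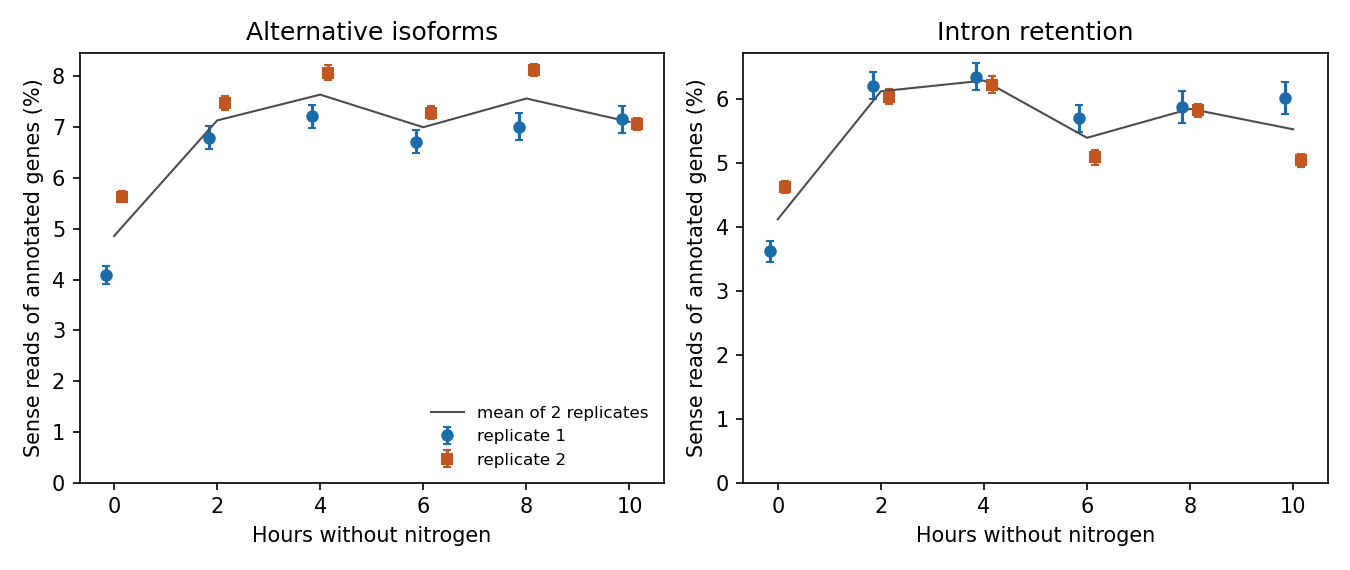
Share of sense reads of annotated genes (percent) that came from alternative isoforms (left) and from isoforms with a retained intron (right), by hours without nitrogen. Points are single samples with Wilson 95% intervals and lines join the means of 2 replicates. The lowest mean was at hour 0 in both panels (4.86% and 4.11%).

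Reads with a retained intron made up 4.11% ± 0.710 (SD, n = 2) of sense reads at hour 0, 6.28% ± 0.0892 (SD, n = 2) at hour 4 and 5.52% ± 0.686 (SD, n = 2) at hour 10. Spearman's rho with the hour was 0.06 (permutation p = 0.879, adjusted p = 0.879) and r was 0.33 (p = 0.296). Within replicate 1 rho was 0.14 (exact permutation p = 0.803) and within replicate 2 it was -0.03 (exact permutation p = 1.0). Without the samples of hour 0, r was -0.54 (permutation p = 0.111). The same later comparison of hour 0 with all other hours gave 1.71 percentage points (exact p = 0.0152, and 0.0278 within replicates). Without the samples of hour 10, r was 0.47 (permutation p = 0.169). Without the 10 genes with the most reads, rho was 0.61 (permutation p = 0.0420), past the threshold.

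A further pair of shares was examined in the same family after the data were seen. Reads with an intron inside an annotated exon rose from 0.434% ± 0.231 (SD, n = 2) at hour 0 to 1.36% ± 0.874 (SD, n = 2) at hour 8. Their rho was 0.57 (permutation p = 0.0613, adjusted p = 0.123) and their r 0.54 (p = 0.0687). Within replicate 1 rho was 0.94 (exact permutation p = 0.0167) and within replicate 2 it was 0.83 (exact permutation p = 0.0583). Antisense reads rose from 1.03% ± 0.145 (SD, n = 2) of all reads at hour 0 to 2.87% ± 0.721 (SD, n = 2) at hour 6. Their rho was 0.65 (permutation p = 0.0273) and their r 0.69 (p = 0.0142), and the adjusted p of rho was 0.109. Within replicate 1 rho was 0.83 (exact permutation p = 0.0583) and within replicate 2 it was 0.60 (exact permutation p = 0.242). Without the samples of hour 0, r was 0.42 (permutation p = 0.229) for introns inside exons and 0.49 (permutation p = 0.154) for antisense reads. Without the samples of hour 10, r was 0.63 (permutation p = 0.0511) and 0.82 (permutation p = 0.00423). The later comparison of hour 0 with all other hours gave 0.525 percentage points for introns inside exons (exact p = 0.212, and 0.0833 within replicates). For antisense reads it gave 1.37 percentage points (exact p = 0.0606, and 0.0278 within replicates). With shares centred within each replicate, rho was 0.85 for introns inside exons (permutation p = 0.00164, adjusted p = 0.00656) and 0.79 for antisense reads (permutation p = 0.00423, adjusted p = 0.00846). This block was added for both shares after the data were seen, and with it both passed the threshold.

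Change in gene output was tested on read counts summed per gene, with limma's moderated F-test over all hours and Benjamini-Hochberg adjustment. Of 2851 genes tested, 59 passed an adjusted p of 0.05, 57 higher and 2 lower than hour 0 on average over the later hours. At an unadjusted p under 0.05 there were 502 genes. In 58 of the 59 genes both replicates moved the same way. The exception was fip1, which was 1.14 higher on the log2 scale in replicate 1 and fell by 0.44 in replicate 2. With the replicate number as a block, which takes the difference between the batches out of the error, 1002 genes passed, 593 higher and 409 lower. All 59 genes were among them, and 885 of the 1002 moved the same way in both replicates. This was the alternative that moved the count most under the same filter.

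Against hour 0, limma called 2 genes at hour 2, 0 at hour 4, 4 at hour 6, 138 at hour 8 (108 higher and 30 lower) and 44 at hour 10 (all higher). At hour 4, 290 genes had an unadjusted p under 0.05. The 2 genes at hour 2 were shu1 and str3, and the 4 at hour 6 were zym1, meu31, dmc1 and SPNCRNA.103. These 6 names were chosen after their values were seen. With the replicate block the counts were 274 genes at hour 2 (88 higher and 186 lower), 342 at hour 4 (145 and 197), 732 at hour 6 (397 and 335), 884 at hour 8 (490 and 394) and 697 at hour 10 (403 and 294). Scaling by median of ratios in place of trimmed means of M values shifted the median log2 change at hour 8 by 0.20, and the split there became 162 higher and 24 lower. Changes are therefore relative to the scaling used.

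**Figure D2:**
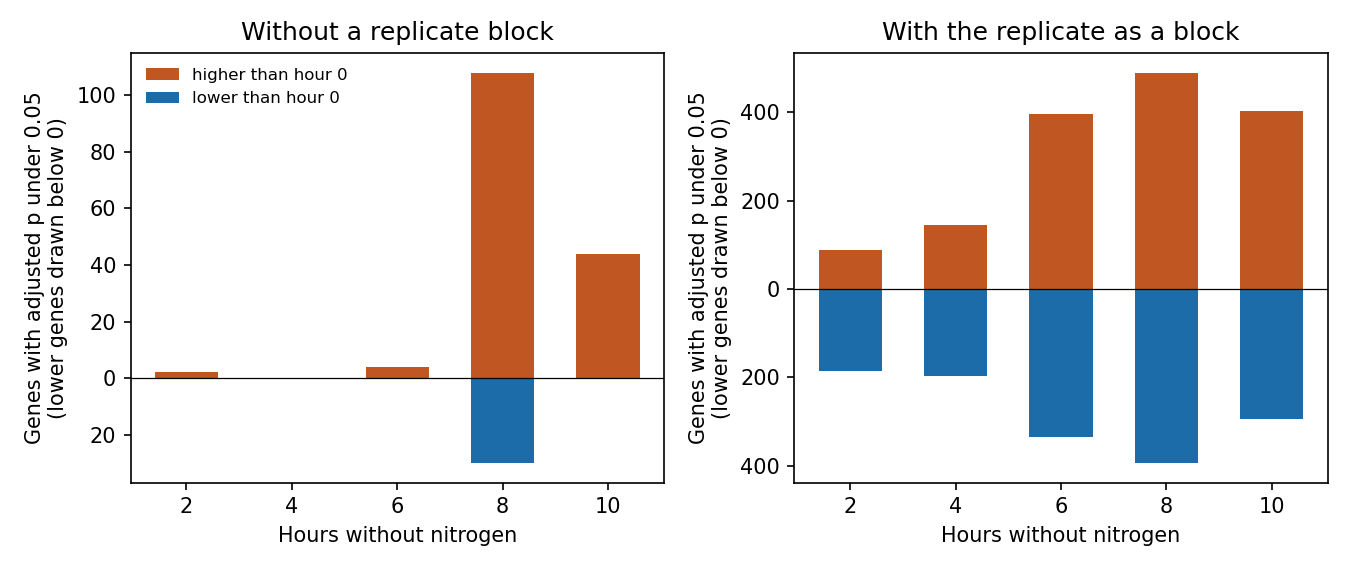
Genes with a limma adjusted p under 0.05 against hour 0 (number of genes, lower genes drawn below 0), by hours without nitrogen, without (left) and with (right) the replicate as a block. The vertical scales differ between panels. The highest counts were at hour 8, with 138 and 884 genes.

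The genes with the smallest adjusted p among those higher were meu31, isp3, mok14, zym1 and apc14. Transcripts of meu31 (SPAC1A6.06c, chromosome I, 1081916 to 1083391) rose from 27.1 ± 10.2 CPM (SD, n = 2) at hour 0 to 12800 ± 5988 (SD, n = 2) at hour 8, a log2 change of 8.37 (SE 1.06, limma adjusted p = 0.00273). Transcripts of isp3 (SPAC1F8.05, chromosome I, 95790 to 96966) rose from 249.6 ± 12.8 (SD, n = 2) to 65950 ± 46193 CPM (SD, n = 2) at hour 8. Its log2 change was 7.73 (SE 1.10, limma adjusted p = 0.00708). At hour 10 isp3 held 13.4% of all reads of replicate 2 and 5.06% of those of replicate 1. For mok14 (SPCC63.04, chromosome III, 839962 to 844165) the log2 change at hour 8 was 6.05 (SE 1.00, limma adjusted p = 0.0166). For zym1 (SPAC22H10.13, chromosome I, 2381666 to 2382200) it was 6.69 (SE 0.82, limma adjusted p = 0.00273). For apc14 (SPAC27D7.05c, chromosome I, 4517810 to 4518507) it was 4.23 (SE 0.68, limma adjusted p = 0.0152).

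In the fit without a block, only aes1 and cyc1 were called and lower on average over the later hours. With the replicate block 409 genes were. Transcripts of aes1 (SPBPB21E7.07, chromosome II, 70132 to 71310) fell by 3.19 on the log2 scale at hour 8 (SE 0.76, limma adjusted p = 0.0386), after a mean of 1022 ± 457 CPM (SD, n = 2) at hour 2 against 313 ± 189 (SD, n = 2) at hour 0. Its mean change over the later hours fell by 0.60 in replicate 1 and by 2.25 in replicate 2. Transcripts of cyc1 (SPCC191.07, chromosome III, 1714622 to 1715798) fell by 3.02 at hour 2 (SE 0.62, limma adjusted p = 0.105) and were above hour 0 at hour 8 (log2 change 0.69, SE 0.65, limma adjusted p = 0.577).

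**Figure D3:**
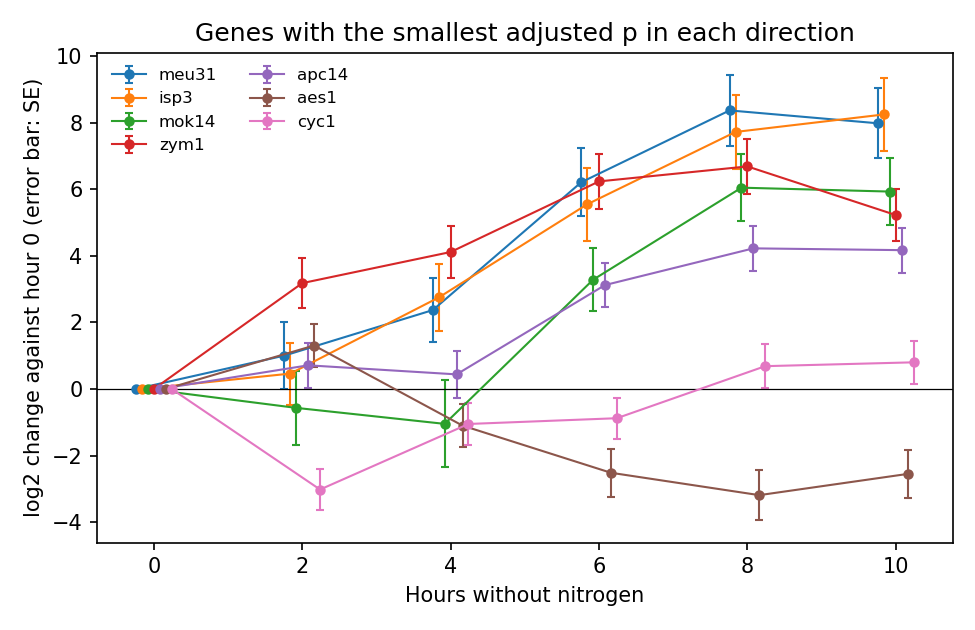
Log2 change against hour 0 of 7 genes, by hours without nitrogen, from the limma fit without a block. Points are fitted changes, error bars are standard errors, and points are set slightly apart along the axis for legibility. At hour 8 the changes ran from a fall of 3.19 for aes1 to a rise of 8.37 for meu31.

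A list of 12 meiotic genes had been fixed in advance: rem1, crs1, mes1, mei4, rec8, spo5, ssm4, mcp5 (num1 in the reference annotation), meu13, mug1 (jnm1), spo4 and meu14. All 12 had reads and 9 passed the count filter. All 9 were higher after hour 0. Over all genes tested, 1 of the 9 passed (spo5, limma adjusted p = 0.0435), and 8 passed adjusted over the list alone. With the replicate block all 9 passed, both over all genes and adjusted over the list alone. For spo5 (SPBC29A10.02, chromosome II, 2536150 to 2538254) hour 0 held 0 and 1 reads in replicates 1 and 2. Its highest share of reads was at least 21.98-fold higher than the limit of hour 0 in replicate 1, at hour 8 with 47 reads. In replicate 2 it was at hour 6, with 335 reads.

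Single isoforms were tested in the same way. Of 2743 isoforms with enough reads, 0 passed an adjusted p of 0.05 in limma without a block, and 234 had an unadjusted p under 0.05. With the replicate block 944 passed, 598 higher and 346 lower. Among these were 80 of the 169 alternative isoforms tested, 69 of them higher, and 11 of the 29 antisense isoforms, all higher.

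Isoform usage, the change of an isoform relative to the other isoforms of its gene, was tested with the hour as a linear term. Among 261 genes with 555 isoforms, 0 passed an adjusted p of 0.05 in limma's Simes test and 2 had an unadjusted p under 0.05. In simulated data with 200 genes in which 1 isoform with at least 30 reads changed 4-fold, 62 of these genes passed the count filter and 1 was recovered. Where an isoform with at least 100 reads changed 8-fold, all 58 genes passed the filter and 40 were recovered. With the replicate block 1 gene passed, rhp6 (SPAC18B11.07c, chromosome I), with an adjusted p of 0.00451 against 0.0698 without the block. Its name was likewise chosen after its values were seen. The authors labelled a shorter isoform of rhp6 as truncated 5' and lacking a valid start codon, and the longer isoform as truncated 3'. Whether the shorter isoform is a separate transcript or an incomplete one was not tested. Its first exon began at 305918 inside an annotated intron, and it had 0 and 0 reads at hour 0. At hour 8 it had 5 reads in replicate 1 and 23 in replicate 2. The longer isoform had 14 and 72 reads at hour 0, and 5 and 39 at hour 8. At hour 10 the shorter isoform had 2 and 17 reads and the longer one 13 and 44. In replicate 1 the longer isoform was thus low at hour 8 only, with 12, 12 and 14 reads at hours 2, 4 and 6.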

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

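Choices listed as fixed in advance were made before the data were examined, and the limma trend method, the replicate block without a count filter, the restriction to genes with a reference intron, usage without each replicate and the block for introns in exons and antisense reads were chosen after seeing the data. The 7 named genes kept their direction and their adjusted p under 0.05 under all 5 alternative fits each. The highest adjusted p among these fits was 0.0332, for aes1.

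The replicate block changed most counts. The number of genes changed over time went from 59 to 1002, of isoforms from 0 to 944, and of genes with changed usage from 0 to 1. Genes changed against hour 0 went from 2 to 274 at hour 2, 0 to 342 at hour 4, 4 to 732 at hour 6, 138 to 884 at hour 8 and 44 to 697 at hour 10. Because the labels tie the number to the batch and the batch differences correlate between hours, the block removes a shared difference from the error. The block changed no call on the trends of alternative reads (rho 0.41) and intron-retaining reads (0.06). It brought introns in exons past the threshold (rho 0.57 without and 0.85 with it, permutation p = 0.00164). For antisense reads rho went from 0.65 to 0.79 (permutation p = 0.00423), and the adjusted p from 0.109 to 0.00846. With the block and no count filter, 871 genes, 2463 isoforms and 256 genes with changed usage were called.

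Median of ratios scaling gave 93 genes over time, 29 isoforms and 1 gene with changed usage, and 17 and 88 genes at hours 6 and 10. Dropping the count filter gave 144 genes, 377 isoforms and 82 genes with changed usage, and 5, 10, 30 and 125 genes at hours 2, 4, 6 and 10. It also raised the genes tested from 2851 to 6223 and the isoforms from 2743 to 29515. Of the 82 usage calls, 25 were among the 261 genes tested with the filter. Limma's trend method gave 23 isoforms, and 4, 17 and 90 genes at hours 4, 6 and 10. Its 74 genes over time included 46 of the 59. For these changes of count beyond the genes tested, the cause was not tested. Counts at hour 8 stayed within 1.5 times of 138 under median of ratios, no filter and the trend method (186, 180 and 169).

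The trend of alternative reads with the hour passed the threshold without the 10 genes with the most reads (rho 0.83, p = 0.0013) and with genes that have a reference intron (rho 0.75, p = 0.00775). Across all its alternatives p ran from 0.0013 to 0.658. The median share per gene gave a reversed rho of -0.44, but that median was above 0 in 1 of the 12 samples, so it decides nothing. The trend of intron-retaining reads passed without the 10 genes (rho 0.61, p = 0.0420). Leaving out each replicate in turn gave a rho from 0.26 to 0.54 for alternative reads and from -0.0286 to 0.143 for intron-retaining reads, and 0 to 0 usage calls. The cause was not tested for intron retention.

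In the catalogue, requiring 2 or 5 reads lowered the alternative share to 43.6% or 29.1%, raised intron retention to 77.7% or 83.8%, and lowered introns in exons to 12.9% or 9.83%. Counting each chain of introns once gave 57.0%, 62.7% and 22.1%, and leaving out the 10 genes with the most isoforms gave an alternative share of 57.3%. The first follows from the many isoforms with 1 read. The share of introns seen retained fell from 86.5% to 72.2% or 49.9%. The difference in median intron length became 3 bases at 2 reads (permutation p = 0.00322) and 3 bases at 5 reads (permutation p = 0.00125). The difference in introns divisible by 3 passed the threshold over all genes with an intron (3.91 percentage points, Fisher's exact p = 0.0430) and reversed at 5 reads (-0.082 percentage points, p = 0.974). The setting over all genes kept the 4348 retained introns and raised the others from 676 to 688. The added introns came from genes with 1 isoform and could not be seen retained, so that setting decides nothing. For the reversal at 5 reads the cause was not tested.

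Several alternatives fixed in advance were not run. The other count tool was not used because the packed counts could not be registered as plain count columns. Either library of replicate 2 alone has no column of its own. Leaving out a replicate leaves 1 sample per hour, so the gene and isoform fits with 1 coefficient per hour were not made. The median share per gene of intron-retaining reads was 0 in every sample. Without replicate 2, 35 genes had enough reads for the usage test.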

Other observations

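The tests on introns without GT and AG by read number, on antisense rows, on hour 6, on long rows, on permuted hours, on retained introns by depth, on the number of genes with a trend in their alternative share and on shares without the 10 genes centred within replicates were chosen only after the result, or part of it, was seen. The limit for a small remainder in the first test below was also set then.

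Alternative reads had their lowest share at hour 0 in both replicates. A shift of reads towards genes with a higher share may account for it. With the pooled share of each gene held fixed, the reads per gene alone gave a rise from hour 0 to the mean of the later hours of 2.52 percentage points in replicate 1 and 2.15 in replicate 2, against observed rises of 2.89 and 1.98. What remained was 0.371 points in replicate 1 and -0.17 in replicate 2, so the replicates disagree on its sign. Replicate 2 supplies most reads of the pooled shares, which favours a small remainder there. Without the 10 genes with the most reads, the observed share had a rho of 0.83 with the hour, the share from reads per gene alone 0.57 (permutation p = 0.0611), and their difference 0.33 (permutation p = 0.309). Centred within replicates, the share from reads per gene alone had a rho of 0.75 (permutation p = 0.0116) and the difference 0.35 (permutation p = 0.288). The shift may thus account for this trend too. A change within genes is not excluded, since the difference had a rho of 0.37 in replicate 1 and 0.43 in replicate 2. A change of splicing during meiosis stays open.

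Choice of isoform by hour in single genes was examined in 402 genes with at least 200 reads and 20 alternative reads. With hours permuted within replicates, 0 genes passed an adjusted p of 0.05, and 43 had an unadjusted p under 0.05 (21 rising), where chance gives 20.1. With 1 order of the hours drawn for all genes at a time, 2 of 10000 draws gave as many (0.02%), with a median of 20. The test argues against a chance order for the set as a whole. A choice of isoform by hour stays open, and other causes of such trends were not tested. The smallest adjusted p was 0.157, for pex7, whose alternative share was 8.0% and 16.6% over hours 0 to 4 in replicates 1 and 2 and 20.3% and 32.0% over hours 6 to 10. Which single genes changed stays open, since the same test recovered 43 of 134 simulated changes.

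Introns found in alternative but not in reference isoforms began with GT and ended with AG in 67.7% of 4742 cases, against 99.9% of 5036 introns of reference isoforms. Errors in single reads are a possible explanation. The share was 59.8% at 1 read and 89.7% at 5 or more, a difference of 29.9 percentage points. Template switching between direct repeats is another. The repeat at the ends of introns without GT and AG was longer by 2.65 bases on average (permutation p = 0.0001, the smallest that 10000 resamples can give). A repeat of at least 6 bases occurred in 25.1% of the 1530 introns without these sites and in 1.03% of the 3212 with them. Alignment of repeats by the authors' software would give the same pattern and was not separated. No biological explanation was tested.

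Antisense rows were spliced in 1478 of 5985 cases. In 32.4% of the spliced rows an intron was a reference intron of the other strand, and 0 rows had a reference intron of their own strand. Elsewhere 868 of 1010 antisense introns read GT to AG (85.9%). Placement of cDNA on the wrong strand is a candidate explanation for the first set. The second set argues against it for most other spliced antisense rows. Single-exon antisense rows (4507) carry no splice sites and were not tested. Without the rows of the first set, the antisense share at hour 6 was 3.06% in replicate 1 and 2.33% in replicate 2, against 1.04% and 0.894% at hour 0.

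Hour 6 of replicate 1 resembled hour 4 of replicate 2 (r = 0.696 across 2328 genes, which are not independent replicates) more than hour 6 (r = 0.528). A lag of replicate 1 or a fixed difference between the batches may account for this. After each gene was centred within its replicate, r with hour 6 was 0.282, and it exceeded r with hour 4 by 0.011 (bootstrap 95% interval over genes -0.0491 to 0.074). Hours 0, 2, 4 and 8 of replicate 1 matched the same hour best after centring, and hour 10 matched hour 8. Before centring, hour 4 of replicate 1 matched hour 2 best (r = 0.713, against 0.698 with hour 4) and hour 8 matched hour 6 (0.673, against 0.588). Of the 9 genes of the list, 7 had their highest share later in replicate 1, 1 at the same hour and 1 earlier. The mean hour of expression in replicate 1 minus that in replicate 2 had a median of 0.409 hours over 186 genes that rose and 0.21 over 421 genes not called. Over 246 genes that fell it was -0.199, where a lag of all genes predicts a later hour and a fixed factor none. For the genes that fell it was -0.409 with median of ratios scaling, but 0.393 when scaled by library size alone. For the genes that rose it was 0.320 and 0.682 hours under these scalings, so they stayed later in replicate 1. Both explanations cannot be told apart. The first interval includes 0, and each replicate had 1 sample per hour. The shifts went both ways, and their sign depended on the scaling for the genes that fell, though not for those that rose.

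Rows that span more than 20000 bases numbered 184 and held 16.6% of all reads. The row of isp3 with the most reads spans 80993 bases around a gene annotated from 95790 to 96966. Row ends set by the outermost of many reads are a possible explanation. Such rows made up 0.439% of sense rows with 1 read and 17.8% of those with at least 1000. The longer rhp6 isoform of the report begins at 95790, the annotated start of isp3, while rhp6 is annotated from 305606, so joined cDNAs are a further candidate cause, which was not tested.

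The replicate block raised the number of genes from 59 to 1002. A chance order of the hours was tested by permuting hours within each replicate. In 0 of 100 draws were there as many genes with the block, with a highest count of 686 and a median of 0. The test argues against a chance order.

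Most reference introns (86.5%) were retained in at least 1 isoform, and reads per gene are a candidate cause. The share seen retained was higher by 31.8 percentage points for introns in genes with 193 to 6842 reads than for those in genes with 2 to 56. With isoforms of at least 5 reads, retained introns were longer by 3 bases. Within 4 groups of these introns by the reads of their genes, from fewest to most, the differences were -3, 1.5, 1 and 2 bases. Their mean was 0.366 (permutation within groups, p = 0.734). From the group with fewest reads to that with most, the median length of retained introns rose from 49 to 64 bases. That of the other introns rose from 52 to 62 bases, and the share retained from 20.4% to 78.4%. Reads per gene alone may thus give a difference of this kind. With isoforms of any read number, the differences within such groups were -2, -5, -3 and 0 bases. Their mean was -2.5 (permutation within groups, p = 0.330). Reads per gene and a relation to length cannot be told apart here, since neither mean passed the threshold and their signs differed.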
